A study of Mus musculus with 144 samples. Its data were reported in "Deletion of the MAD2L1 spindle assembly checkpoint gene is tolerated in mouse models of acute T-cell lymphoma and hepatocellular carcinoma" (2017).

How the data were processed

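Single nuclei from 2 T-cell acute lymphoblastic lymphomas (T-ALLs) and from 1 untransformed thymus were analysed by whole-genome sequencing. The T-ALLs arose in mice that carried floxed Mad2 and p53 alleles and the Lck-Cre transgene, which deletes floxed alleles in T-cells. The thymus was wild type at both genes and carried no Cre. Per the labels, nuclei were stained with propidium iodide and Hoechst in a detergent buffer, sorted into plates and frozen, and their DNA was digested with micrococcal nuclease before adapter ligation and an indexed PCR. The methods of the study add that cells in G1 were sorted and that libraries were pooled on an Illumina HiSeq instrument.

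The authors deposited 1 table per animal that gives a whole-number copy number state for each of 21 chromosomes (19 autosomes, X and Y) in each well. The submitters' processing notes name bcl2fastq 1.8.2, Bowtie2 2.1.0 and SAMtools 0.1.18, and the genome build mm10. The study's methods name AneuFinder for its single-cell data. Which program assigned the states in the deposited tables is not given in the sources used here. A state describes a whole chromosome, so a gain or loss of part of a chromosome is either rounded into it or lost. The tables hold no read counts, so the depth behind each state is unknown, and no interval could be given for the call in a single cell. A copy number of this kind is relative to the rest of the same library, and a doubling of all chromosomes would leave it as it is.

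Each animal had 46 wells with 1 nucleus, 1 well with 10 nuclei and 1 well with 0 nuclei, 144 libraries in all. Rows were matched to samples by the name in the labels, and 0 rows were left unmatched. A well whose states were all given as a dash was treated as having no call and was left out. Groups came from the labels. The cells of an animal are not replicates of a genotype, so each animal counted as 1 sample, no test was made between animals, and no difference has a replicate check.

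Autosomes were compared with a state of 2. A cell was abnormal when at least 1 autosome had another state, a gain was a state above 2 and a loss a state below 2. A change was called clonal when the most common state of that autosome in an animal was not 2. The aneuploidy score was the mean absolute difference from 2 over cells and autosomes. For the heterogeneity score, the states of each autosome were ordered from most to least common, each cell received the rank of its state (from 0), and ranks were averaged over cells and then over autosomes. A karyotype was the set of all 19 autosomal states of a cell. Shares of cells have exact Clopper-Pearson 95% intervals. These intervals, and the limit of 3 counts given for a share of 0, cover counting error only. Where they are given over chromosome calls, they treat the calls of a cell as independent and may be too narrow. SDs are over the cells of an animal and describe that animal.

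The chromosomes named below followed a rule fixed before the data were examined: those with a clonal change, the 3 other autosomes with the highest heterogeneity in each T-ALL, those whose intervals for gain or loss did not overlap between the T-ALLs, and those at 2 in every cell of both. Genes were named when they belonged to a fixed list and lay on a clonally changed chromosome, and Mad2l1 and Trp53 were named in any case. The 4 lists held T-ALL oncogenes, T-ALL tumour suppressors, spindle checkpoint genes and T-cell receptor loci, and all 76 genes were matched by symbol or synonym to the RefSeq annotation of the mouse assembly that mm10 denotes. Each gene took the copy number of its whole chromosome, so genes on 1 chromosome share 1 value. The median of a list was placed among 10000 reassignments of chromosome identities, as a description only.

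Alternatives fixed beforehand changed the euploid reference, added X, left out cells with a state of 0 or with most autosomes abnormal, used odd- or even-numbered cells, left out each cell in turn, weighted autosomes by length, left out clonally changed autosomes, collapsed states to loss, 2 and gain, drew 100 random sets of 44 cells, used the Wilson interval or the mean copy number, and counted each chromosome once per gene list. With no genome sequence used here, the end of the last annotated gene stood in for chromosome length. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 were used. The code was tested on 200 simulated sets of 46 cells and 19 chromosomes made with known state probabilities. It recovered a mean aneuploidy score of 0.375 for a true 0.375 and a mean heterogeneity score of 0.325 for a true 0.337, and 96.5% of the 95% intervals held the true share of gains.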

Results

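Chromosome copy number was measured in single nuclei of 2 T-ALLs from Lck-Cre mice with floxed Mad2 and p53 and of 1 untransformed thymus. Mad2, encoded by Mad2l1, is a component of the spindle assembly checkpoint, which delays anaphase until chromosomes are attached to the spindle, and p53 is the tumour suppressor encoded by Trp53. Copy number states were present for 46 of 46 cells of T-ALL 1, 44 of 46 cells of T-ALL 2 and 45 of 46 thymus cells. Cells 29 and 39 of T-ALL 2 and cell 3 of the thymus had no call. Read depth per cell is unknown.

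The first comparison asked how many cells of each animal were aneuploid. Nearly all tumor cells carried chromosome gains, whereas the thymus was almost uniformly diploid. At least 1 autosome was abnormal in 43 of 46 cells of T-ALL 1 (93.5%, interval 82.1% to 98.6%) and in 44 of 44 cells of T-ALL 2 (interval 92.0% to 100%). In the thymus, 1 of 45 cells was abnormal (2.22%, interval 0.0562% to 11.8%). That cell, number 12, had 1 copy each of Chr16 and Chr18, and without it 0 of 44 thymus cells were abnormal. The number of abnormal autosomes per cell was 5.48 ± 2.84 (SD over 46 cells) in T-ALL 1, with a median of 5 and a range of 0 to 13. In T-ALL 2 it was 7.68 ± 1.55 (SD over 44 cells), with a median of 8 and a range of 5 to 14. The thymus had 0.0444 ± 0.298 (SD over 45 cells). The order of the tumors turned when only states other than the most common state of the same tumor were counted, with 3.63 per cell in T-ALL 1 and 2.43 in T-ALL 2.

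**Figure D1:**
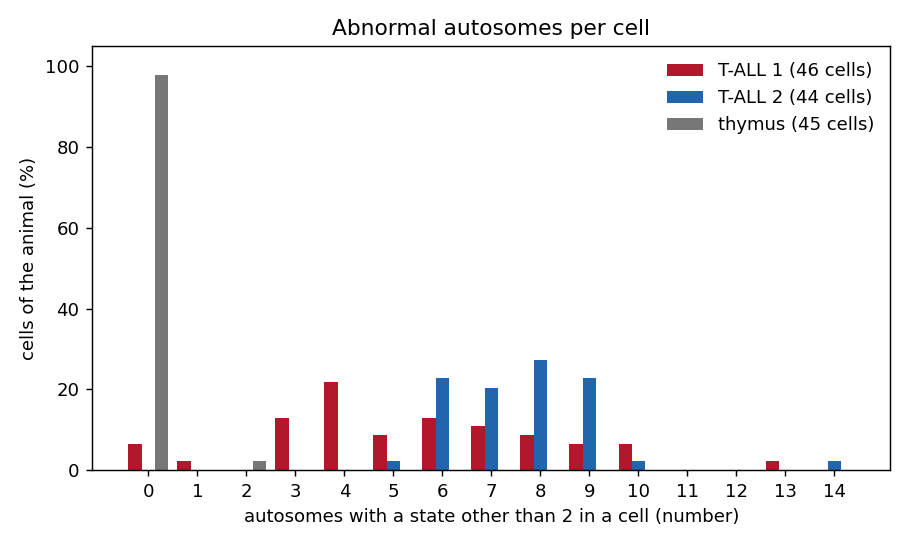
Percentage of the cells of each animal (vertical axis) with a given number of autosomes in a state other than 2 (horizontal axis). T-ALL 1 ranged from 0 to 13 and T-ALL 2 from 5 to 14, and 44 of 45 thymus cells had 0.

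Measured against 2 copies, gains made up most of the changes in the tumors. T-ALL 1 had 231 gains and 21 losses summed over cells and autosomes, or 5.02 ± 2.45 gains and 0.457 ± 0.887 losses per cell (SD over 46 cells). T-ALL 2 had 325 gains and 13 losses, or 7.39 ± 1.20 gains and 0.295 ± 0.878 losses per cell (SD over 44 cells). Of the losses in T-ALL 2, 5 were in cell 40 alone, which had 14 abnormal autosomes, and 8 losses were left without it. Against the most common state of each autosome in the same tumor, 82 calls were higher and 85 lower in T-ALL 1, and 64 were higher and 43 lower in T-ALL 2. This reference counts a cell without a clonal gain as lower. In T-ALL 1 it also counts gained cells with 3 copies of Chr14 (15 cells) or Chr15 (18 cells) as lower, since 4 copies were most common there. Of the 85 lower calls in T-ALL 1, 65 were on its 4 clonally gained autosomes. On the other 15 autosomes 79 calls were higher and 20 lower. At least 1 autosome was lost in 13 of 46 cells of T-ALL 1 (28.3%, interval 16.0% to 43.5%) and in 7 of 44 cells of T-ALL 2 (15.9%, interval 6.64% to 30.1%). The thymus had 0 gains in 855 autosome calls, which allows a rate of up to 0.351%, and 2 losses. Cells held 43.8 ± 2.73 autosomes in T-ALL 1, 46.5 ± 1.39 in T-ALL 2 and 38.0 ± 0.298 in the thymus.

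The second comparison asked which chromosomes were affected. In T-ALL 1, 4 autosomes had a most common state other than that of the thymus, and all 4 were gains. Chr14 was above 2 copies in 39 cells (84.8%, interval 71.1% to 93.7%) and Chr15 in 42 cells (91.3%, interval 79.2% to 97.6%), each with 4 copies as its most common state. Chr16 was gained in 40 cells (87.0%, interval 73.7% to 95.1%), always at 3 copies, and Chr17 in 31 cells (67.4%, interval 52.0% to 80.5%), mostly at 3 copies. Copy number varied between cells for Chr14, which had 3 copies in 15 cells and 4 in 23, and for Chr15, which had 3 in 18 and 4 in 23. All 4 gains were present together in 27 cells (58.7%, interval 43.2% to 73.0%). Among the other autosomes, heterogeneity was highest for Chr4, Chr1 and Chr12, which were gained in 13, 12 and 11 cells.

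In T-ALL 2, 7 autosomes were clonally gained. Chr14 was gained in 44 of 44 cells (100%, interval 92.0% to 100%), with 4 copies in 39 of them. Chr5 was gained in 43 cells (97.7%, interval 88.0% to 99.9%), Chr17 in 42 (95.5%, interval 84.5% to 99.4%), and Chr4 and Chr15 in 41 each (93.2%, interval 81.3% to 98.6%). Chr1 was gained in 38 cells (86.4%, interval 72.6% to 94.8%) and Chr2 in 31 (70.5%, interval 54.8% to 83.2%). For these, apart from Chr14, the most common state was 3 copies. All 7 gains were present together in 25 cells (56.8%, interval 41.0% to 71.7%). Heterogeneity among the other autosomes was highest for Chr12, Chr9 and Chr8. Chr12 was gained in 16 cells and Chr9 in 10, while Chr8 was gained in 2 and lost in 2. The place of Chr8 rests on cell 40, without which, a choice made after seeing the data, its heterogeneity fell from 0.227 to 0.140, below that of Chr18 (0.209). The share of cells with a Chr9 gain was 22.7% over all cells, 38.1% in odd-numbered cells and 8.70% in even-numbered cells. No autosomal loss was clonal in either tumor, and of the 19 autosomes 0 had 2 copies in every cell of both.

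**Figure D2:**
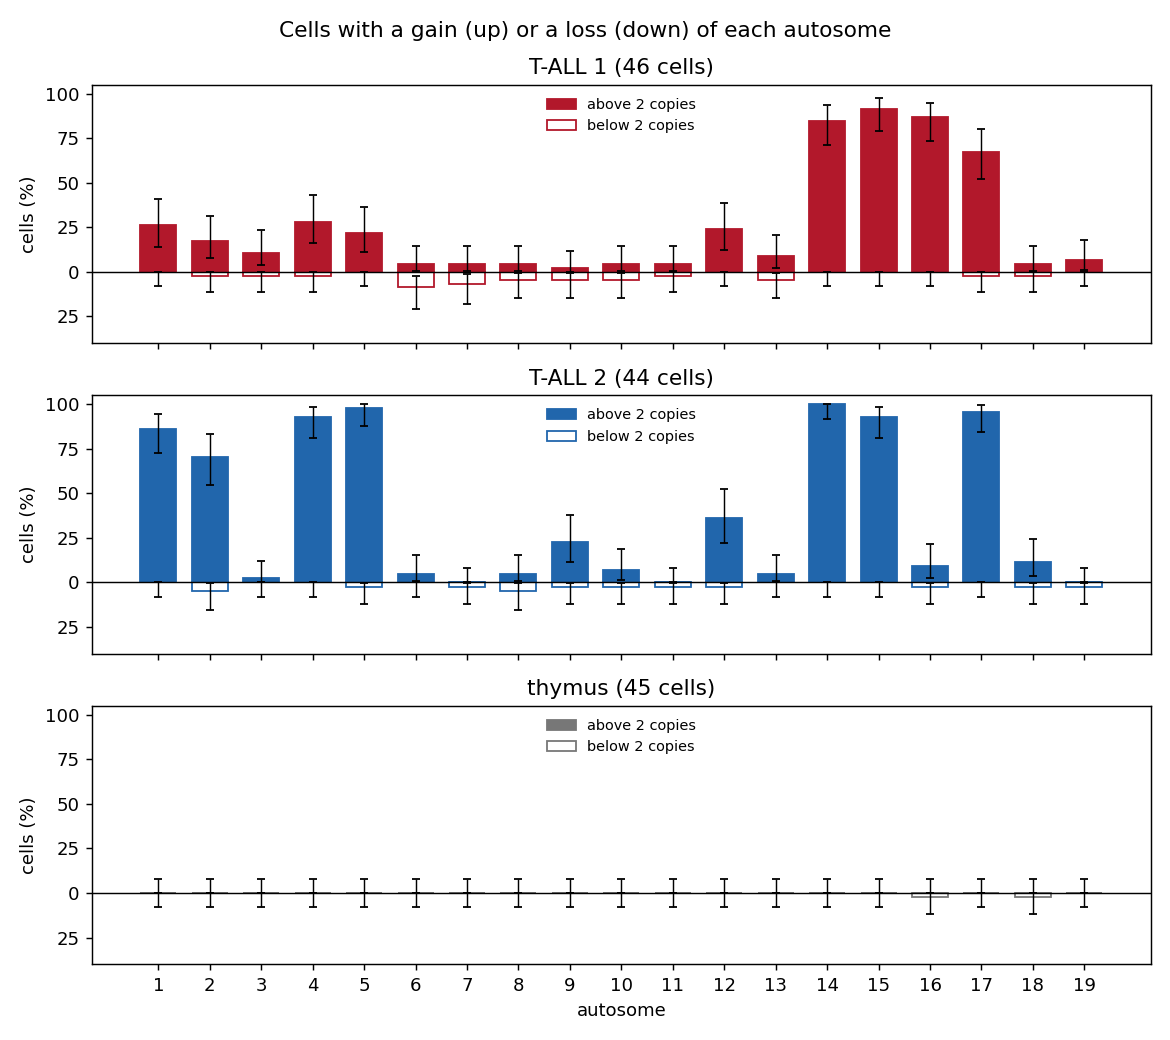
Percentage of cells above 2 copies (filled bars, upward) and below 2 copies (open bars, downward) for each autosome (horizontal axis) in each animal, with exact 95% intervals as error bars. The tall upward bars are the clonal gains, 4 in T-ALL 1 and 7 in T-ALL 2, and the thymus has only the losses of Chr16 and Chr18 in 1 cell.

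The tumors were then set against each other. Chr14, Chr15 and Chr17 were clonally gained in both, and another 5 autosomes in only 1 of them. The intervals for the share of cells with a gain did not overlap for 6 autosomes. Chr16 was gained more often in T-ALL 1, with 87.0% of cells against 9.09% in T-ALL 2 (interval 2.53% to 21.7%). Gains were more frequent in T-ALL 2 for Chr1 (26.1% of cells in T-ALL 1, interval 14.3% to 41.1%), Chr2 (17.4%, interval 7.82% to 31.4%), Chr4 (28.3%, interval 16.0% to 43.5%), Chr5 (21.7%, interval 10.9% to 36.4%) and Chr17. For Chr14 and Chr15 the intervals overlapped, and so did those for every loss. These values compare 1 tumor with 1 tumor, and how far such tumors differ from animal to animal was not measured.

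Intratumor karyotype heterogeneity was described next. Both tumors were far more heterogeneous than the thymus. The aneuploidy score was 0.351 in T-ALL 1, 0.481 in T-ALL 2 and 0.00234 in the thymus. The heterogeneity score was 0.235 in T-ALL 1, 0.165 in T-ALL 2 and 0.00234 in the thymus. The difference in aneuploidy score between the tumors was smaller than the SD over cells of T-ALL 1 (0.169) and larger than that of T-ALL 2 (0.119). Without clonally changed autosomes the order turned, with 0.148 in T-ALL 1 and 0.112 in T-ALL 2. The difference in heterogeneity score was smaller than both SDs (0.184 and 0.175). An SD over cells does not bound a difference between means, so these comparisons do not show the tumors to be alike. Any pair of cells differed on average at 5.63 autosomes in T-ALL 1, 4.07 in T-ALL 2 and 0.0889 in the thymus. Each tumor held 33 distinct karyotypes (71.7% of the number of cells in T-ALL 1 and 75% in T-ALL 2), and the thymus held 2. A karyotype found in no other cell of the same animal was present in 27 of 46 cells of T-ALL 1 (58.7%, interval 43.2% to 73.0%), 28 of 44 cells of T-ALL 2 (63.6%, interval 47.8% to 77.6%) and 1 of 45 thymus cells. The most common karyotype of T-ALL 1 had 4 copies of Chr14 and Chr15 and 3 copies of Chr16 and Chr17 and was shared by 6 cells (13.0%, interval 4.94% to 26.3%). In T-ALL 2 the most common one had 3 copies of Chr1, Chr2, Chr4, Chr5, Chr12, Chr15 and Chr17 and 4 copies of Chr14 and was shared by 5 cells (11.4%, interval 3.79% to 24.6%). Without clonally changed autosomes the order of the first 2 karyotype measures turned, with 58.7% distinct karyotypes in T-ALL 1 and 45.5% in T-ALL 2, and 54.3% and 34.1% of cells with a karyotype of their own, while the most common karyotype was shared by 39.1% and 27.3% of cells.

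Euploid cells were found in the sample of 1 of the tumors. In T-ALL 1, cells 25, 27 and 41 had 2 copies of every autosome, or 3 of 46 cells (6.52%, interval 1.37% to 17.9%). Cell 38 differed from them only by a gain of Chr12. These were the 4 cells with 2 copies of each of Chr14, Chr15, Chr16 and Chr17. Whether they belonged to the tumor or were normal cells in the sampled tissue cannot be told from the states. Without them, the heterogeneity score of T-ALL 1 was 0.224, against 0.235 with them. T-ALL 2 had 0 euploid cells of 44, which allows a share of up to 6.82%. The X chromosome was at 1 copy in 45 of 46 cells of T-ALL 1 and 43 of 44 cells of T-ALL 2, and at 2 copies in 45 of 45 thymus cells. The sex of the mice is not given in the labels, so X was not counted as gained or lost.

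Wells with 10 cells and 0 cells served as controls. The thymus well with 10 cells had 2 copies of all 19 autosomes, as had the most common thymus karyotype. The T-ALL 1 well matched the most common single-cell state on 16 of 19 autosomes and the T-ALL 2 well on 17. The thymus well, at 2 copies throughout, differed from the most common states of T-ALL 1 on 4 autosomes and of T-ALL 2 on 7. The tumors' own wells differed on 3 and 2, so the match of the T-ALL 1 well was little closer than that of a diploid well. In the T-ALL 1 well, Chr4 and Chr11 were at 3 copies, against single-cell means of 2.26 ± 0.491 and 2.02 ± 0.257, and Chr17 was at 4 copies, against 2.67 ± 0.560 (SD over 46 cells). In the T-ALL 2 well, Chr5 was at 2 copies, against 3.00 ± 0.374, and Chr14 at 3, against 3.89 ± 0.321 (SD over 44 cells). The gaps came to 1.5, 3.8 and 2.4 SD over single cells for Chr4, Chr11 and Chr17 of T-ALL 1 and to 2.7 and 2.8 SD for Chr5 and Chr14 of T-ALL 2. A mean of 10 cells spreads less than single cells, so these multiples do not measure how unusual a well is. The wells without cells had 0 calls in each animal.

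**Figure D3:**
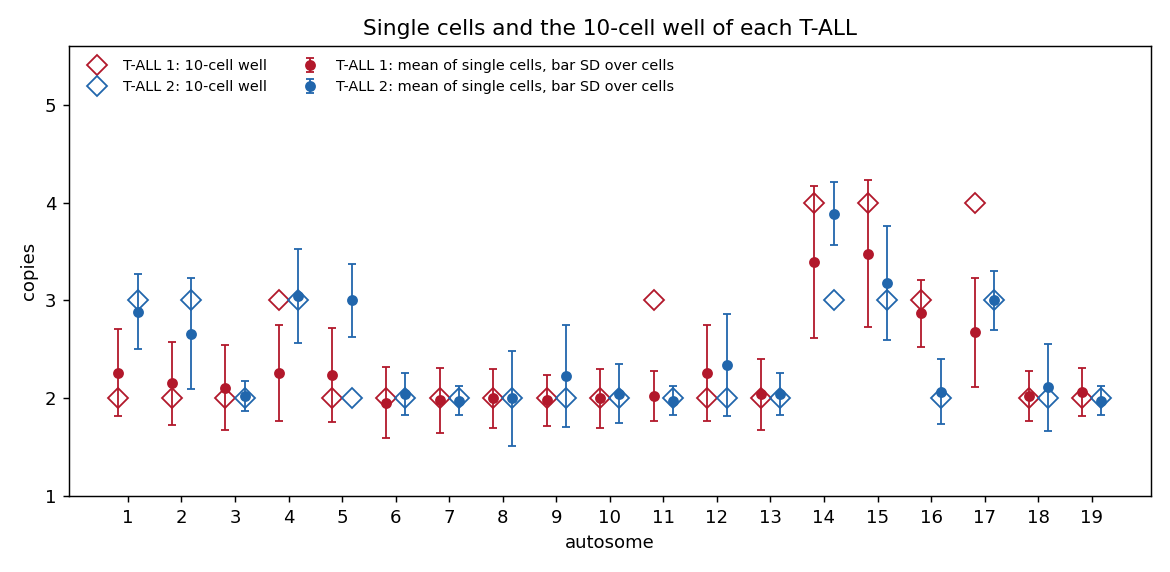
Copies (vertical axis) of each autosome (horizontal axis) in both T-ALLs, as the mean over single cells (filled circles, bars show the SD over cells) and as the state of the well with 10 cells (open diamonds). Diamonds lie beyond the SD bars at Chr4, Chr11 and Chr17 in T-ALL 1 and at Chr5 and Chr14 in T-ALL 2.

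Genes of the fixed lists were placed on these chromosomes. No autosome was clonally lost in either tumor, so no autosomal member of a list could lie on a lost one. Of 24 T-ALL oncogenes, 5 lay on clonally gained chromosomes in T-ALL 1 and 11 in T-ALL 2. Shared by both tumors were Myc (mm10 chromosome 15, 61985341 to 61990361), which encodes a transcription factor that drives growth, the interleukin 7 receptor gene Il7r on Chr15, and Notch3, Ccnd3 and Ptcra on Chr17. Chr15 had 3.48 ± 0.752 copies in T-ALL 1 (SD over 46 cells) and 3.18 ± 0.582 in T-ALL 2 (SD over 44 cells). Notch1 and Lmo2 on Chr2, Tal1 and Jak1 on Chr4, Cdk6 on Chr5 and Bcl2 on Chr1 were added in T-ALL 2. The median copy number over the oncogenes was 2.15 in T-ALL 1 and 2.34 in T-ALL 2, at percentiles 70.3 and 86.8 of the reassigned chromosomes, or 63.1 and 73.2 with each chromosome counted once.

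Of the 23 autosomal tumour suppressors, 2 lay on gained chromosomes in T-ALL 1 (Rb1 on Chr14 and Runx1 on Chr16) and 5 in T-ALL 2 (Rb1, the neighbouring cell-cycle inhibitor genes Cdkn2a and Cdkn2b on Chr4, and Gata3 and Wt1 on Chr2). Their median was 2.02 copies in T-ALL 1 and 2.05 in T-ALL 2, at percentiles 8.43 and 14.6, which became 36.8 and 36.0 with each chromosome counted once. Of 17 spindle checkpoint genes, Mad2l1bp and Ndc80 on Chr17 were on a gained chromosome in both tumors, and Bub1, Bub1b and Knl1 (Chr2), Cdc20 (Chr4), and Mad1l1 and Kntc1 (Chr5) in T-ALL 2 as well. The median of this list was 2.07 copies in T-ALL 1 and 2.23 in T-ALL 2, at percentiles 35.1 and 65.1, or 20.2 and 43.8 with each chromosome counted once. Among 11 T-cell receptor genes, Tcra, Tcrd, Trac and Trdc, all from 1 locus on Chr14, were on a gained chromosome in both tumors, and Cd247 on Chr1 in T-ALL 2. Their median was 2.04 copies in T-ALL 1 and 2.23 in T-ALL 2, at percentiles 31.4 and 59.1, or 28.4 and 61.2 with each chromosome counted once.

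The targeted genes lay on chromosomes without a clonal change. Mad2l1 (mm10 chromosome 6, 66535221 to 66541107) was on a chromosome with 1.96 ± 0.362 copies in T-ALL 1 (SD over 46 cells) and 2.05 ± 0.211 in T-ALL 2 (SD over 44 cells). Trp53 (mm10 chromosome 11, 69580348 to 69591873) was on a chromosome with 2.02 ± 0.257 copies in T-ALL 1 and 1.98 ± 0.151 in T-ALL 2. Whole-chromosome states cannot show whether the floxed exons were deleted.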

Values the study reported

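The study reported single-cell sequencing of 3 T-ALLs and of control T-cells, with roughly 45 cells per animal. It counted 45 control thymus cells and 46, 44 and 43 tumor cells. No chromosomal abnormality was reported in the wild-type thymus cells. Gains of Chr 14 and 15 were described in most cells of every T-ALL, and gains of Chr 1, 2, 4, 5 and 17 in a majority of cells of 1 tumor. More than 70% of the cells of a T-ALL were described as having unique karyotypes.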

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

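The Y chromosome, which none of the comparisons used, gave a signal in 1 tumor and not in the thymus. In T-ALL 1, 46 of 46 cells had 1 copy of Y, whereas Y was at 0 in 44 of 44 cells of T-ALL 2 and in 45 of 45 thymus cells. T-ALL 2 thus had 1 X and 0 Y in 43 of its cells, as did its well with 10 cells. As called, these cells lack 1 sex chromosome whichever the sex of the mouse. X was at 1 copy in 45 of 46 cells of T-ALL 1 and at 2 copies in 45 of 45 thymus cells. With their Y states, these are the states of a male and of a female mouse. The Y signal of T-ALL 1 against the thymus is thus no evidence of a change in the tumor.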

How the results depend on the processing

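Leaving out the 4 cells of T-ALL 1 at 2 copies of Chr14 to Chr17, leaving out thymus cell 12, leaving out cell 40 for the heterogeneity of single autosomes, and all alternatives for summed gains and losses were chosen after seeing the data. Differences between the tumors were also taken only then, under alternatives fixed beforehand. Of 480 alternative values, 428 stayed within the interval or SD of the value reported (for counts and pair differences, within 1.5 times; for differences, on the same side of 0), 44 moved beyond it (for differences, to 0) and 8 reversed. Some could not move, since heterogeneity and karyotypes do not use the euploid reference, and leaving out 1 cell changes little. An SD over cells is also wider than the error of a mean. The tally is therefore not a measure of robustness. Reported as T-ALL 1 minus T-ALL 2, the order of the tumors turned for abnormal autosomes per cell against the most common state of each tumor (from -2.20 to 1.20) and, without clonally changed autosomes, for the aneuploidy score (from -0.130 to 0.0361), distinct karyotypes (from -3.26 to 13.2 percentage points) and cells with a karyotype of their own (from -4.94 to 20.3). Collapsed states turned the last 2 as well (3.85 and 8.79), and even-numbered cells the last one (4.35), while they brought the difference in distinct karyotypes to 0. The order of the heterogeneity score, with T-ALL 1 higher, held in each alternative run on both tumors, although a changed euploid reference on the same autosomes cannot move this score. In T-ALL 1, gains minus losses went from 210 to -3 against its most common states by construction, because cells without a clonal gain then count as losses. Clonal changes numbered 4 in T-ALL 1 and 7 in T-ALL 2 in all alternatives except with X added at the thymus reference, which gave 5 and 8. In T-ALL 1, the share of abnormal cells became 100% and that of euploid cells 0% with X added at the thymus reference, in even-numbered cells and without the 4 cells, because the 3 euploid cells have odd numbers and 1 X. T-ALL 1 had 1 copy of Y in 46 of 46 cells, whereas the thymus had 2 copies of X and 0 of Y. The thymus X state is thus no euploid reference for T-ALL 1, and the changes it adds there are no evidence of a loss of X. Without clonally changed autosomes, the aneuploidy score fell to 0.148 in T-ALL 1 and 0.112 in T-ALL 2, the share of the most common karyotype became 39.1% and 27.3%, and pairs of cells differed at 3.67 and 2.07 autosomes. The same alternative gave 45.5% distinct karyotypes and 34.1% of cells with a karyotype of their own in T-ALL 2, where odd-numbered cells gave 95.2% and 90.5%, and states collapsed to loss, 2 and gain gave 47.7% of cells with a karyotype of their own. Fewer chromosomes, cells or states by construction change these shares. Against the most common state of each tumor, T-ALL 1 had 82 gains and 85 losses, T-ALL 2 had 64 gains and 43 losses, and abnormal autosomes per cell were 3.63 in T-ALL 1 and 2.43 in T-ALL 2. Without cells with a state of 0 (cell 40), T-ALL 2 had 8 losses.

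The thymus results rest on cell 12. Without it, and in odd-numbered cells, 0% of cells were abnormal or had a karyotype of their own, 100% shared the most common karyotype and pairs differed at 0 autosomes, with 0 losses in all, and even-numbered cells differed at 0.174. Leaving out each cell in turn gave 0% to 2.27% abnormal cells, the same range for a karyotype of their own, 97.7% to 100% for the most common karyotype and 0 to 0.0909 differing autosomes. With the Wilson interval, 7 autosomes in place of 6 had separate intervals between the T-ALLs, Chr9 being added. Rounding bands for values that are not whole were not run, since all states were whole. No paired analysis was possible because cell numbers only name wells and no difference between animals was tested. Read depth per cell, which limits each call, is unknown.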

Other observations

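The joint states below were chosen after the values had been seen, as were all tests in this part and their bounds. In T-ALL 1, gains of Chr17 went with the copy number of Chr14. Chr17 was gained in 23 of 24 cells with at least 4 copies of Chr14 (95.8%, interval 78.9% to 99.9%) and in 8 of 22 cells with fewer (36.4%, interval 17.2% to 59.3%). Chr16 was at 3 copies in 40 of the 42 cells that had gained Chr14 or Chr15. The 4 remaining cells had 2 copies of all of Chr14, Chr15, Chr16 and Chr17 and were the 3 euploid cells and cell 38. In T-ALL 2, Chr12 was gained in 15 of 31 cells with 3 copies of Chr15 (48.4%, interval 30.2% to 66.9%) and in 1 of 10 cells with 4 or more (10.0%, interval 0.253% to 44.5%), with overlapping intervals.

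The share of abnormal thymus cells here was 2.22%. It rests on 1 of 45 cells (interval 0.0562% to 11.8%), whereas the study described no abnormality in its wild-type thymus cells. Whether both rest on calls of the same program is not given in the sources used here, so this single cell is no measured difference from the study. Cells with a karyotype of their own made up 58.7% of T-ALL 1 and 63.6% of T-ALL 2, and distinct karyotypes came to 71.7% and 75% of the number of cells. Which of these measures the unique karyotypes described above count is not given in the sources used here.

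Autosomes gained clonally in T-ALL 2 alone (Chr1, Chr2, Chr4 and Chr5) were also gained in part of the cells of T-ALL 1, in 43 of 184 calls (23.4%, interval 17.5% to 30.2%) against 36 of 506 calls (7.11%, interval 5.03% to 9.71%) on the other 11 autosomes without a clonal change there. Chr12, which had no clonal change in T-ALL 2, was gained in 11 cells of T-ALL 1, more than Chr2 (8) and Chr5 (10). The 4 were therefore not the autosomes most often gained there. Of the 1365 choices of 4 among these 15 autosomes, 3, the observed one among them, held at least as many gained calls. This count treats the gains of different chromosomes as independent. They were not, because 6 cells carried at least 3 of the 4 gains, against 1.89 if the gains were spread independently. Coincidence among chromosomes was therefore not decided. Chromosome length as the whole cause was not decided. Among the 7 longest of these autosomes, only 1 of 35 choices, the observed one, reached that number. However, the 4 chromosomes are themselves among the longest, and the closest other choice has Chr3 (gained in 5 cells) in place of Chr2 (8 cells). A calling bias for these chromosomes is argued against by 0 gain calls of 180 in the thymus, which allows up to 1.67%. Gains did go with length in part (Spearman's rho 0.441 across the 15 chromosomes, which are not independent replicates), so length stays open as a contributor and as the whole cause. Whether gains of these chromosomes were favoured in both tumors was not tested, and a bias that arises only in aneuploid libraries, and descent of the cells with several gains from 1 ancestor, stay open.

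On autosomes without a clonal change, gains outnumbered losses by 79 to 20 in T-ALL 1 and by 45 to 10 in T-ALL 2, whereas on the clonally gained autosomes 3 calls lay above the most common state and 65 below it in T-ALL 1, and 19 above and 33 below in T-ALL 2. The gains were uneven across chromosomes. Chr1, Chr2, Chr4, Chr5 and Chr12 were gained in 12, 8, 13, 10 and 11 cells of T-ALL 1. Chr12 and Chr9 were gained in 16 and 10 cells of T-ALL 2. Any other of these autosomes was gained in at most 5 cells. Losses were more frequent than gains for Chr6 (4 cells against 2), Chr7 (3 against 2) and Chr9 (2 against 1) in T-ALL 1. In T-ALL 2 this held for Chr7, Chr11 and Chr19, each lost in 1 cell and gained in 0, with the Chr19 loss in cell 40. Such counts are too small to mark a chromosome as prone to loss. A calling bias toward gains is argued against by 0 gain calls among 855 in the thymus, which allows up to 0.351%, against 11.4% of calls (interval 9.17% to 14.1%) in T-ALL 1 and 8.52% (interval 6.28% to 11.2%) in T-ALL 2. The limit and the intervals treat the calls of a cell as independent and may be too narrow. A few cells with many gains were not the whole source, since without the 5 cells with the most gains there were still 3.0 gains per loss in T-ALL 1 (51 to 17) and 6.2 in T-ALL 2 (31 to 5). The higher ratio in T-ALL 2 arose because the cells left out also held losses. Cells that lost a chromosome may have been outgrown or died more often than cells that gained one, a hypothesis that states at 1 time point do not test and that does not extend to the clonally gained autosomes. A few often-gained chromosomes held a large part of these gains. In T-ALL 1, 43 of the 79 were on Chr1, Chr2, Chr4 and Chr5, and 11 of the other 36 were on Chr12. In T-ALL 2, Chr12 and Chr9 held 16 and 10 of the 45. Gains and losses of the remaining autosomes were not summed, so whether these chromosomes were the whole source of the excess stays open. A baseline set too low in aneuploid libraries also stays open, because the tables hold no read depth.

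The wells with 10 cells had states that no choice of 10 of the single cells came within 0.5 copies of for Chr5 in T-ALL 2 and for Chr11 and Chr17 in T-ALL 1, the nearest means being 2.8 (state 2), 2.2 (state 3) and 3.1 (state 4). Diploid cells mixed into the T-ALL 1 well would bring copies closer to 2 and are argued against by Chr11, at 3 copies, whereas rescaling, which keeps the order of chromosomes, stays open there because some 10 cells had 0.1 more copies of Chr11 than of Chr1. In the T-ALL 2 well, where both differing chromosomes were lower, rescaling or dilution needs 10 cells with fewer copies of Chr5 than of Chr2. No choice of 10 single cells had this. The lowest mean difference was a tie at 0, however, which leaves no margin for an error in a call, so rescaling or dilution was not decided. Exchanged 10-cell wells are argued against by 7 autosomes of the T-ALL 1 well that differed from T-ALL 2, against 3 from its own tumor, and by 6 of the T-ALL 2 well that differed from T-ALL 1, against 2 from its own. Calling noise, cells from a subclone absent among the single cells and changes of part of a chromosome stay open, and no biological explanation was tested.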
